# DNA methylation landscape of fat deposits and fatty acid composition in obese and lean pigs

**DOI:** 10.1038/srep35063

**Published:** 2016-10-10

**Authors:** Shunhua Zhang, Linyuan Shen, Yudong Xia, Qiong Yang, Xuewei Li, Guoqing Tang, Yanzhi Jiang, Jinyong Wang, Mingzhou Li, Li Zhu

## Abstract

Obese and lean type pig breeds exhibit differences in their fat deposits and fatty acid composition. Here, we compared the effect of genome-wide DNA methylation on fatty acid metabolism between Landrace pigs (LP, leaner) and Rongchang pigs (RP, fatty). We found that LP backfat (LBF) had a higher polyunsaturated fatty acid content but a lower adipocyte volume than RP backfat (RBF). LBF exhibited higher global DNA methylation levels at the genome level than RBF. A total of 483 differentially methylated regions (DMRs) were located in promoter regions, mainly affecting olfactory and sensory activity and lipid metabolism. In LBF, the promoters of genes related to ATPase activity had significantly stronger methylation. This fact may suggest lower energy metabolism levels, which may result in less efficient lipid synthesis in LBF. Furthermore, we identified a DMR in the miR-4335 and miR-378 promoters and validated their methylation status by bisulfite sequencing PCR. The hypermethylation of the promoters of miR-4335 and miR-378 in LBF and the resulting silencing of the target genes may result in LBF’s low content in saturated fatty acids and fat deposition capacity. This study provides a solid basis for exploring the epigenetic mechanisms affecting fat deposition and fatty acid composition.

Animal fat is a common part of the human diet, especially in developing countries. However, it is widely accepted that the amount and type of consumed dietary fat has a direct impact on human health. For instance, an excess of dietary fat may significantly contribute to the development of type II diabetes, obesity and other diseases^1^,^2^,^3^,^4^. In addition, the dietary fatty acid composition is also highly related to human health. Recent studies have shown that some saturated fatty acids (SFA), but not mono- or polyunsaturated fatty acids (MUFA and PUFA, respectively), can increase plasma cholesterol levels and the risk of cardiovascular diseases^5^. However, some PUFA and MUFA are known to decrease levels of low-density lipoprotein and cholesterol and also mediate important benefits for human health by stimulating the immune system^6^,^7^,^8^. Additionally, the ratios between PUFA and MUFA and between n-6 PUFA and n-3 PUFA have effects on human health and are used to characterize healthy fats^9^. It is also well known that fatty acid composition directly affects the technological properties of meat products by altering the lipid melting point and fat firmness^10^. The fatty acid composition further affects the tenderness, juiciness and flavor of the meat^11^. Therefore, a better understanding of the mechanisms behind adipose tissue accumulation and fatty acid composition in pigs is of great importance for human health but simultaneously may be helpful in improving pork quality and production efficiency.

In recent decades, the pork industry has focused on increasing the lean meat percentage by decreasing subcutaneous fat content, but the mechanisms behind fat deposition and fatty acid composition regulation are complex physiological processes that, in turn, are regulated by a considerable number of genes. To date, these are not fully understood. Detection of quantitative trait loci by genome-wide association studies based on gene mutations and polymorphisms is most commonly applied to investigate this important economic trait^12^. Zhang *et al*.^13^ identified 865 single nucleotide polymorphisms (SNPs) related to fatty acid metabolic traits in five pig populations^13^. Roger *et al*. (2016)^14^ conducted a genome-wide association study and found that SNPs at the SCD and LEPR loci were the two main loci influencing the intramuscular fat content and fatty acid composition in Duroc pigs^14^. However, it is evident that DNA sequence polymorphism alone does not provide adequate explanations for the mechanisms of fat deposits and fatty acid composition regulation. With the development of next generation sequencing technologies, global changes in the mRNA and microRNA transcriptomes are being analyzed to better understand the epigenetic regulation of fat deposition and fatty acid composition. Xing *et al*. compared the diversity of the mRNA transcriptomes of high (38 mm) and low (12 mm) thickness pig backfat^15^. Mentzel *et al*. reported specific microRNA expression patterns in adipose tissues of lean and obese pigs using RNA sequencing^16^. Moreover, DNA methylation, a type of heritable modification affecting gene expression without changing the DNA sequence itself, is another epigenetic key factor in fatty acid metabolism^17^. Li *et al*. conducted a genome-wide analysis of DNA methylation differences existing between different layers of porcine backfat tissues and found genes related to cytokine release to be hypermethylated in superficial backfat layers^18^. Grundberg *et al*. compared global DNA methylation patterns between adipose tissues from twins and detected disease-associated variants in distal regulatory elements^19^. There are many studies reporting differences regarding the adipose methylome of distinct adipose tissues and individuals, and most of these only demonstrate possible relationships with human diseases^20^,^21^,^22^,^23^,^24^. Nevertheless, we do not fully understand how DNA methylation affects fat deposition and fatty acid metabolism.

Here, we used two well-defined pig breeds displaying distinct fat properties (LP, a leaner western breed, and RP, a fatty breed indigenous to China), collected the subcutaneous fat and performed a genome-wide analysis of DNA methylation differences between their adipose tissues. We identified their DNA methylation landscapes and differentially methylated regions (DMRs). To identify the effect of DMRs on lipid metabolism, we then performed a functional enrichment analysis for genes exhibiting DMRs that were known to affect fat deposition and fatty acid synthesis. The results of this study may serve as a valuable basis for further research regarding healthy human diets and the improvement of pork quality and production efficiency.

## Materials and Methods

### Ethics Statement

All research involving animals and tissue sampling were carried out in accordance with Guidelines for the Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, revised in June 2004) and approved by the Institutional Animal Care and Use Committee in College of Animal Science and Technology, Sichuan Agricultural University, Sichuan, China under permit No. DKY- DKY-2014-18.

### Animal treatment and tissue collection

Nine female Landrace pigs and nine female Rongchang pigs were used in this study. All pigs were housed in the same environment and slaughtered at 210 days of age. In preparation for slaughtering, food was withdrawn from the animals for 24 hours. However, they did have free access to water during this time. The pigs were electrically stunned, exsanguinated, scalded and rinsed. Landrace pig backfat (LBF) and Rongchang pig backfat (RBF), located between the third and fourth last rib, were obtained immediately, rapidly frozen in liquid nitrogen and stored at −80 °C until RNA and DNA extraction. Similarly obtained samples from the region between the fourth and fifth last rib were used for histologic and fatty acid composition analysis.

### Measurement of body density, adipocyte volume and fatty acid composition

Body density negatively correlates with fat percentage and may be utilized to assess the porcine productive type. We calculated the pigs’ body volume on the basis of the anthropometric parameters radius of abdomen (A) and neck (N) and body length (BL), according to the following formula:

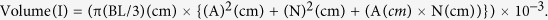

To calculate the animals’ body density, the following, previously used^23^, formula was applied:

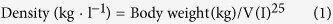

All adipose samples were fixed in a 10% formalin solution and made into paraffin sections with hematoxylin and eosin staining. A TE2000 fluorescence microscope (Nikon, Melville, NY) and Image Pro-Plus 7.0 software (Media-Cybernetics, Bethesda, MD) were used to calculate the diameter of adipocytes. The mean adipocyte volume (V) was obtained by applying the following formula:

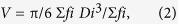

where *Di* is the cells’ mean diameter and *fi* denotes the absolute number of cells with the mean diameter *Di*. The fatty acid composition was analyzed with a GC-^14^C gas chromatograph (Shimadzu, Kyoto, Japan) according to a previously published method^26^.

### Methylated DNA immunoprecipitation sequencing

We randomly selected three Landrace pigs and three Rongchang pigs as biological replicates. Their respective adipose tissues were used to construct MeDIP DNA libraries. Briefly, DNA (5 μg) extracted with the DNeasy Blood & Tissue Kit (Qiagen, CA, USA) was sonicated with a Bioruptor sonicator (Diagenode, city, NJ, USA) to produce approximately 100–500 bp fragments. Subsequently, libraries were constructed using a Paired-End DNA Sample Prep kit (Illumina, CA, USA) according to the manufacturer’s instructions. The fragments were ligated with adaptors and immunoprecipitated using monoclonal anti-methylcytidine antibodies (Diagenode, Denville, NJ). This procedure enabled us to enrich our samples for methylated DNA, which was subsequently purified (DNA Clean & Concentrator-5 columns, Zymo CA, USA) and amplified by adaptor-mediated PCR. The MeDIP libraries were then subjected to paired-end sequencing using an Illumina HiSeq 2000 (Illumina, CA, USA) and a 50 bp read length. Raw sequencing data were processed through the Illumina base-calling pipeline. Methylated DNA immunoprecipitation sequencing (MeDIP-seq) data have been deposited in the NCBI Gene Expression Omnibus under the GEO accession number GSE80096.

### Analysis of MeDIP-seq data and identification of DMRs

After discarding low quality reads that contained more than 5 ‘N’s or low quality values (Phred score < 5) for more than 50% of the sequence, MeDIP-seq data were aligned to the porcine reference genome (Sus scrofa 10.2), allowing for up to four mismatches per read and using SOAP2 software (Version 2.21)^27^. Reads mapping to multiple genomic locations were regarded as duplicates and considered as one read. To avoid stochastic sampling drift, we filtered out CpG sites that were covered by less than a 10 read depth. DMRs were identified as previously published^21^. Normality and homoscedasticity of the read depth at each CpG in LBF and RBF were tested using Bartlett’s test (passing if *P* > 0.05, failing if *P* < 0.05). Subsequently, a parametric (passing Bartlett’s test) or non-parametric test (failing Bartlett’s test) was used to select highly variable CpGs (*P* < 0.01) as seed sites for possible DMR. Then, a 3′ downstream region adjacent to the CpG was incorporated into the seed CpGs (up to 200 bp), and the new seed CpGs were repeatedly joined to the next CpG until appearing as a low-variance CpG (*P* > 0.01), which was allowed to be located up to 2 kb upstream from the seed CpG. If significant different read depths (*P* < 0.01) were demonstrated for five or more CpGs in a genomic region, it was considered to be differentially methylated in Landrace and Rongchang pigs. *P* values for DMR were corrected using the Benjamini-Hochberg method (FDR < 0.01, 1,000 permutations). All DMRs were annotated into 24 genomic elements of porcine genomic regions according to our group’s previous study^28^.

### Functional enrichment analysis

The Database for Annotation, Visualization and Integrated Discovery (DAVID) web server (http://david.abcc.ncifcrf.gov/) was used to perform functional enrichment analyses. First, genes with DMR in promoters were converted to human orthologous genes. Second, these orthologous genes were submitted to the DAVID web server for functional enrichment analyses of Gene Ontology (GO) and pathways. All lists were submitted to DAVID and scanned for significant overrepresentations of GO biological process (GO-BP), molecular function (GO-MF) and cellular component (GO-CC) terminologies, as well as for their KEGG-pathway category. Only Benjamini-corrected values of *P *< 0.05 were considered to be significant.

### Bisulfite sequencing PCR

Methylation Primer Express Software V1.0 was used to design bisulfite sequencing PCR (BSP) primers, which are provided in Table S1. DNA was isolated using the DNeasy Blood & Tissue Kit (Qiagen, CA, USA) according to the manufacturer’s protocol. We acquired bisulfite converted DNA using the EZ DNA Methylation-Gold Kit (Zymo Research, Irvine, CA, USA) following the manufacturer’s protocols. PCR was carried out with the ZymoTaq PreMix (Zymo Research, CA, USA) according to the manufacturer’s specifications. The PCR products were subsequently purified using the DNA Clean & Concentrator - 25 Kit (Zymo Research). Subsequently, the PCR products were cloned into a TA vector (Invitrogen, Carlsbad, CA, USA). Ten effective subclones were selected for each gene, and successful cloning was subsequently confirmed by analyzing the sequence data (BiQ Analyzer V2.0) obtained with an ABI 3730 DNA sequencer (Applied Biosystems, Foster City, CA)^29^.

### Quantitative RT-PCR

Quantitative RT-PCR (Q-PCR) was used to measure mRNA and microRNA (miRNA) expression levels (primers shown in Supplementary Table S1). Total RNA was extracted from adipose tissues using TRIzol reagent (Invitrogen) and further purified with RNeasy columns (Qiagen) according to the manufacturer’s protocol. Reverse transcription of mRNA and miRNA was performed using the PrimeScript RT Master Mix kit and the PrimeScript^™^ miRNA RT-PCR Kit, respectively (both obtained from TaKaRa, Dalian, China) following the manufacturer’s recommendations. Quantitative PCR was performed using the SYBR Green Real-time PCR Master Mix (TaKaRa) on a CF96 Real-Time PCR Detection System (Bio-Rad, Hercules, California, USA). The *ACTB*, *TBP* and *TOP2B* genes were simultaneously used as internal controls for mRNA normalization. Expression levels of U6 served as endogenous controls for miRNA expression and were utilized to normalize the corresponding data. The 2^−ΔΔCt^ method was used to determine the relative mRNA and miRNA abundance^30^.

## Results and Discussion

### Differences in phenotypic traits between LBF and RBF

Because of different consumption habits, in Europe, the Landrace breed has been genetically selected for more than 100 years to reduce fat content, whereas the Chinese Rongchang pig has been selected for extreme adiposis. To confirm the suitability of these two breeds as a good model for our study, we measured their respective body densities and adipocyte volumes. As shown in Fig. 1a,b, the Rongchang pig exhibited a lower body density than the Landrace pig (*P* = 0.012), and the adipocyte volume of RBF was almost twice as high as that of LBF (*P* = 0.009). These results suggest that Landrace and Rongchang are typically lean and obese breeds, respectively. In addition, the LBF and RBF tissues exhibited distinct fatty acid compositions in regards to their content of SFA and PUFA (Fig. 1c and Supplementary Table S2). For instance, LBF demonstrated a higher content of C18:2n-6 and C20:3n-3 (16.04% and 1.37%, respectively) than RBF (6.79% and 0.81%, respectively) but lower amounts of C16:0 and C18:0 (22.31% and 13.30%, respectively) when compared with RBF (28.11% and 18.26%, respectively). These results agree with those reported in a previous study that found that fatter pigs exhibited greater proportions of SFA but a lower content of PUFA than the leaner pigs^31^. These results were also in accordance with PUFA composition in humans with different body mass indexes (BMIs)^32^,^33^. Other scientists have found that contrary to MUFA or PUFA intake, over-consumption of SFA may increase the risk of cardiovascular diseases^7^. Therefore, the recommended ratio of PUFA to SFA should be >0.4^34^. However, we found this ratio to be higher in LBF (0.51) than in RBF (0.19) and thus suggest that LBF may be more beneficial to human health than RBF. According to the phenotypic differences between both breeds, their rates of fat deposition and mobilization and their synthesis of fatty acids differ considerably^35^. This also seems to imply that DNA methylation may be one of the important molecular regulation mechanisms involved in this biological pathway.

### MeDIP-seq data and characterization of DMR

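Methylated DNA immunoprecipitation sequencing (MeDIP-seq) pulls down DNA fragments with an antibody against methylated cytosine, so that the read depth over a CpG rises with its methylation. The libraries came from backfat of 3 female Landrace pigs (LBF) and 3 female Rongchang pigs (RBF), each library from a separate animal slaughtered at 210 days of age. The authors aligned the reads to Sscrofa10.2 and deposited a table of the regions they had called as differentially methylated regions (DMRs), with the normalized read depth of each library. The reads, and the regions that were not called, were not analysed here. The table held 15883 annotations of 14163 DMRs, which had a median length of 148 bp (9 to 1989 bp) and a median of 7 CpGs (at least 5). The depth of a DMR was the mean over its CpGs, scaled by the authors per library. Depth times the number of CpGs was a whole multiple of a single step per library for 100% of the DMRs, within 0.01. This step was 1.17, 1.29 and 1.19 in the LBF libraries and 1.52, 1.56 and 1.29 in the RBF libraries. Divided by the step, the CpG depths of all DMRs summed to 4446783, 4142901 and 4480502 in LBF and to 1523266, 1544023 and 1507438 in RBF. The sequenced bases that the paper states cover whole libraries, whereas the values here use only the depth at the CpGs of these DMRs. The median normalized depth per library was 34.1, 35.2 and 35.4 in LBF and 13.9, 14.4 and 9.40 in RBF, and a depth of 0 was listed for 57, 61 and 58 DMRs in LBF and for 304, 326 and 601 in RBF. Each DMR was tested with limma on log2(depth + 1), with Benjamini-Hochberg adjustment over the 14163 DMRs, and log2 fold changes are LBF over RBF on that scale. The added 1 shrinks the change of DMRs at low depth. The log2 fold changes are differences of mean logs, so a library near 0 can also push them beyond the ratio of the mean depths. At an intron of ASB2, with LBF depths of 0, 44.1 and 0, the log2 fold change was -4.82, although the RBF mean was 6.82 times the LBF mean. The libraries of the breeds did not overlap in 100% of the DMRs, where chance alone gives 10%. This follows from how the table was made, since it lists only regions already called on these same pigs. The tests therefore describe the size of the difference and the spread between animals, and are not independent evidence that a region differs.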

To explore the global differences in DNA methylation between LBF and RBF, we generated 38.27 gigabases (Gb) of MeDIP-seq data from six samples, representing approximately 15 times the size of the pig genome. Approximately 88.89% of all reads could be aligned to the pig reference genome, and approximately 76.68% of the reads corresponded to a unique genomic location (Supplementary Table S3). Subsequently, we used statistics to measure the methylation rate differences in LBF and RBF tissues and defined the DMR. 

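Most DMRs had the higher depth in LBF. Among those lying in genes, the largest folds higher in LBF included the promoter of AKR1D1, the steroid reductase of bile acid synthesis, at 74.3 ± 20.1 in LBF and 2.40 ± 4.15 in RBF (mean ± SD, n = 3 pigs each; log2 fold change 5.19). Introns of TTC27 (log2 fold change 5.16), GRXCR2 (5.10), MICU2 (5.04) and SPATA7 (4.99) followed. MICU2, a regulator of calcium uptake by mitochondria, had a depth of 104 ± 7.04 in LBF and 2.58 ± 2.10 in RBF over the 17 CpGs of this DMR (chromosome 11, 548421 to 548639). In the other direction, an intron of CDK5RAP2, a centrosome protein, had 2.65 ± 1.53 in LBF and 71.4 ± 0.737 in RBF (log2 fold change -4.42, standard error 0.37, adjusted p = 0.0012 from limma). Introns shared by SMYD3 and TFB2M (-4.78), of NT5DC3 (-4.07) and of FAN1 (-4.06), a nuclease of DNA crosslink repair, were lower in LBF too. TTC27, MICU2, SPATA7 and CDK5RAP2 also held DMRs of the opposite direction. An intron of ASB2 had the lowest log2 fold change of these, -4.82 (adjusted p = 0.015), but its adjusted p was 0.055 without LBF replicate 1 and 0.054 without LBF replicate 3.

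Of the 14163 DMRs, 12016 were higher and 2147 lower in LBF, a share of 84.8% higher (exact 95% binomial interval 84.2 to 85.4, as if DMRs were independent). DMRs higher in LBF had median depths of 39.5 in LBF and 10.6 in RBF, and DMRs lower in LBF had 10.9 and 32.9. The log2 fold change had a median of 1.82 (SD 0.82) in the first group and -1.47 (SD 0.75) in the second. With limma, 11966 DMRs higher and 2132 lower in LBF had an adjusted p under 0.05, and 65 did not. An exact permutation test of 3 pigs against 3 cannot give a two-sided p under 0.10. When every library was scaled to the same median over the DMRs, the median log2 fold change over all DMRs went from 1.64 to 0.24, a shift of -1.41. These equal library medians take the middle of regions chosen for differing as zero. Part of their outcome, here and below, is thus fixed by construction. Under them the split became 8225 higher and 5938 lower, with 1542 higher and 2405 lower past limma, and the call of the GRXCR2 intron ended (log2 fold change 3.93).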

One Mb sliding windows were calculated to obtain an overview of DNA methylation across the porcine genome (Fig. 2). The correlation between methylation levels and genomic features were also assessed, and we found that the methylation levels across chromosomes negatively correlated with the chromosomal length (Pearson’s *r* = −0.728, *P* = 4.11 × 10^−4^) but correlated positively with GC content (*r* = 0.800, *P* = 3.94 × 10^−5^), the observed and expected numbers of CpG sites (CpG_o/e_) (*r* = 0.907, *P* = 7.41 × 10^−8^) (Supplementary Fig. S1). Similar results were reported in a previous study on porcine DNA methylomes^28^.

The reproducibility and reliability of MeDIP-seq libraries were also analyzed by DMRs using hierarchical clustering. As shown in Fig. 3a, there was a high uniformity between samples obtained from each of the two breeds (*r *> 0.93). These results confirm the high reproducibility and reliability of those MeDIP-seq libraries used in this study. 

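Within LBF, the 3 pairs of libraries correlated at Pearson r = 0.948 to 0.960 over the depths of the 14163 DMRs. Within RBF, r was 0.940 to 0.967. The 9 pairs of an LBF with an RBF library gave r = 0.348 to 0.458. Average-linkage clustering parted the libraries by breed at its first split. These correlations are across regions, which are not independent replicates, and the regions were chosen because the breeds differed in them, which lowers r between breeds. Over the DMRs of a single direction the gap was smaller. The highest r between breeds was 0.771 over the DMRs higher in LBF, where the lowest r within a breed was 0.775. Over the DMRs lower in LBF, the highest r between breeds was 0.933. On log2(depth + 1) of all DMRs, the lowest r within a breed was 0.762 and the highest between breeds 0.303. By Spearman these values were 0.781 and 0.413, so r within a breed above 0.93 depends on the measure.

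**Figure D1:**
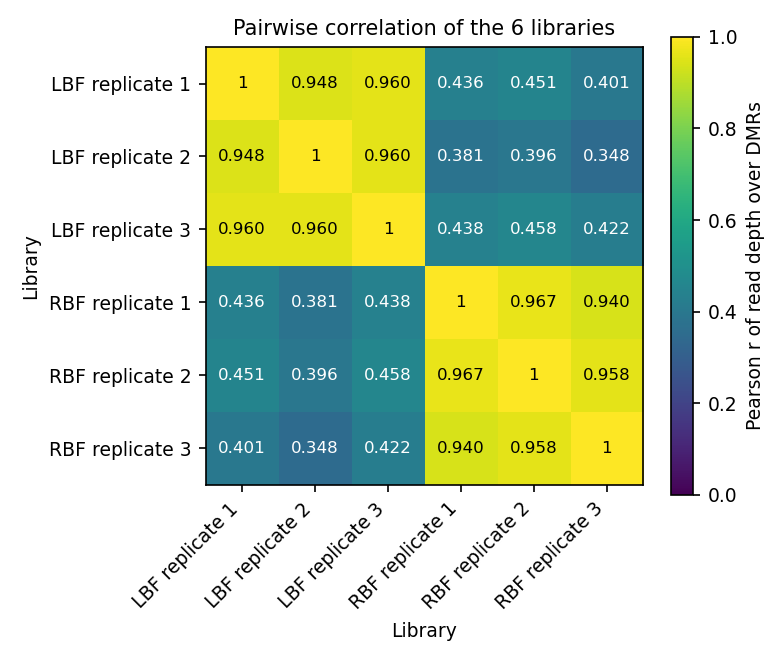
Pearson r of normalized read depth over the DMRs for each pair of the 6 libraries. Rows and columns are libraries, color runs from 0 to 1, and the pairs within a breed lie at 0.940 or above while those between breeds lie at 0.458 or below.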

To achieve a better understanding of the distribution of DNA methylation at the gene level, we further divided the landscape into regions ranging from 2 kb upstream of the TSS of the gene body to 2 kb downstream of the TES (Fig. 3b). LBF exhibited higher methylation levels than RBF in the whole gene region. To determine whether the global reduction in DNA methylation observed in RBF was associated with alterations in DNMTs^36^, we evaluated mRNA expression levels of DNMT1 (the major maintenance methyltransferase), DNMT3a and 3b (*de novo* methylation methyltransferases) in LBF and RBF (Fig. 3c). We found the expression levels of DNMT1 and DNMT 3b in LBF to be significantly higher than in RBF. This result is in accordance with a previous report, which found that the knockout of DNMT1, DNMT3a and DNMT3b did indeed induce a global reduction in DNA methylation^37^. In addition, the number of DMRs distributed among the 5 defined features of canonical gene structures was measured (Table 1 and Supplementary Table S4). LBF exhibited approximately 3–6 times as many hypermethylated genes than RBF across all the 5 gene elements, and the intergenic regions (59%) possessed a maximum number of DMRs higher than other gene regions. It has been suggested that the low capacity of fat deposition of Landrace pigs may be caused by hypermethylated genes that hinder the synthesis of fatty acids.

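Promoter DMRs numbered 336 higher and 66 lower in LBF, a ratio of 5.09. The largest in favor of LBF, after AKR1D1, were those of CEP55 (log2 fold change 4.58), a protein of cell division, INTS7 (4.11), LARP4 (4.08) and USP35 (4.07). The promoter of LPGAT1, an acyltransferase of phospholipid synthesis, had a depth of 41.0 ± 4.58 in LBF and 2.19 ± 1.96 in RBF over the 14 CpGs of a CpG-rich promoter (HCP) DMR on chromosome 9, 144464352 to 144464657 (log2 fold change 3.94, standard error 0.52, adjusted p = 0.0016). The promoters of PLAC8L1 (-3.03) and ESRRB (-2.96), an orphan nuclear receptor, were among the lowest in LBF. The ESRRB promoter had 2.53 ± 2.24 in LBF and 23.1 ± 4.93 in RBF, whereas 5 intron DMRs of ESRRB were higher in LBF (1.75 to 3.42). LPGAT1 also held an intron DMR lower in LBF (-2.27) and another higher (1.85). Introns held 3484 DMRs higher and 666 lower (ratio 5.23), and the 2 kb downstream of genes held 268 and 53 (ratio 5.06). Intergenic regions held 7962 higher and 1338 lower (ratio 5.95), which was 65.7% of all DMRs and 59.0% of the annotations. Exons leaned least to LBF, with 189 higher and 72 lower, a ratio of 2.63 and a share of 72.4% (exact 95% binomial interval 66.6 to 77.7). Against all other DMRs, the share higher in LBF was lower for exons (Fisher's exact test, two-sided, adjusted p = 9.3e-07 over the 5 elements) and higher for intergenic DMRs (adjusted p = 0.0011), as if DMRs were independent. Under equal library medians, the share higher in LBF was 57.7% for promoters, 44.1% for exons, 55.6% for introns, 59.5% downstream and 59.5% for intergenic DMRs. Only exons then held more DMRs lower than higher. Their median log2 fold change was 1.29 under the authors' scaling, against 1.64 over all DMRs. A group with a smaller median moves further to RBF under that setting by construction.

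**Figure D2:**
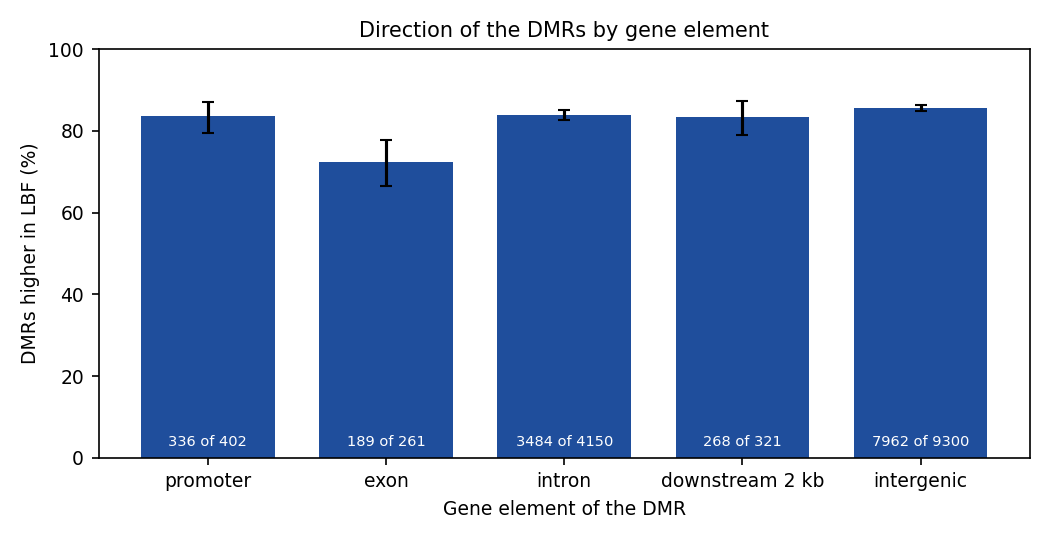
Share of DMRs higher in LBF for each gene element, with the number higher and the total in each bar. Bars start at 0, error bars are exact 95% binomial intervals, and the exon bar, at 72.4%, is the lowest under the authors' scaling.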

### Functional enrichment analysis of genes with DMRs

To explore the metabolic function of differentially methylated genes, we performed an enrichment analysis of Gene Ontology (GO) for genes with a DMR in their promoters^38^. We found that the top 12 significantly overrepresented GO terms were related to two main classes of biological functions (Fig. 4 and Supplementary Table S5), *i.e.*, olfactory and sensory activity (encompassing olfactory receptor activity and the sensory perception of smell and olfactory transduction)^39^,^40^ and lipid metabolism (including lipoprotein metabolic processes, lipid transport, lipid localization and ATPase activity). 

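Of the 18 genes that Supplementary Table S5 lists under olfactory receptor activity, 11 had a promoter DMR in the table, with 11 DMRs higher and 2 lower in LBF. Under lipoprotein metabolic process, 4 of 7 listed genes had one, namely ALG12, DPM2, PIGF and APOL2. ALG12 and DPM2, enzymes that build the sugar chains of glycoproteins and lipid anchors, were higher in LBF, at 54.7 ± 6.42 against 15.0 ± 7.91 (SD, n = 3 pigs each; log2 fold change 1.93) and 37.2 ± 5.41 against 12.1 ± 6.92 (1.67), but both calls ended with equal library medians (log2 fold changes 0.49 and 0.26). PIGF, which acts in the synthesis of the lipid anchor of membrane proteins, was lower, at 35.5 ± 1.59 in LBF and 59.6 ± 6.08 in RBF (log2 fold change -0.73, standard error 0.19, adjusted p = 0.0079). Under cholesterol metabolic process, 5 of 6 listed genes had a promoter DMR, with 4 DMRs higher and 2 lower. A lower DMR lies on the X chromosome (19251641 to 19251789) at MBTPS2, a protease that releases sterol-regulated transcription factors, and at its neighbor YY2. Its depth was 6.45 ± 4.15 in LBF and 56.3 ± 14.8 in RBF (log2 fold change -3.05, adjusted p = 0.0018). Under ATPase activity, for which the table gives a count of 12 and lists 13 identifiers, 12 genes had a promoter DMR, with 11 DMRs higher and 1 lower. The study chose each of these lists on these samples, so their directions are not independent evidence. No enrichment was recomputed, because it needs every gene that could have had a promoter DMR as its background.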

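Olfactory receptors are the G protein-coupled receptors that bind odorants. Their promoters held 15 DMRs at 13 genes, named by their human homologues. Of these, 13 DMRs were higher and 2 lower in LBF, and with equal library medians 8 were higher and 7 lower. OR6C1 had a depth of 48.4 ± 9.71 in LBF and 6.08 ± 9.18 in RBF (SD, n = 3 pigs each; log2 fold change 3.77), and OR2A2 had 48.2 ± 12.1 and 4.41 ± 3.95 (3.64). The most covered was OR5W2, at 97.6 ± 10.7 in LBF and 27.3 ± 16.1 in RBF (log2 fold change 2.04, standard error 0.55, adjusted p = 0.0097) over a DMR of its promoter and exon on chromosome 2, 158710287 to 158710416. OR2S2 had 74.0 ± 10.3 in LBF and 20.1 ± 9.21 in RBF. The promoters of OR6A2, at 6.13 ± 1.69 against 25.1 ± 4.89 (log2 fold change -1.88), and OR5K3, at 9.34 ± 0.846 against 19.1 ± 0.965 (-0.96), were lower in LBF. All 15 passed limma over all DMRs and when adjusted over the list alone, a list drawn from regions the study called on these pigs. Other promoter DMRs were higher in LBF in 83.5% of cases, and no difference in direction from them was detected (Fisher's exact test, two-sided, p = 1). With 15 DMRs and so high a share among the others, this test could not show a stronger lean to LBF. With equal library medians, 0 of the higher and 2 of the lower DMRs passed limma (2 higher and 2 lower at an unadjusted p under 0.05). OR1A1, OR2L5, OR2AJ1 and both DMRs of OR51E1 then turned to RBF. Members of this family are close copies of each other and may share reads.

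**Figure D3:**
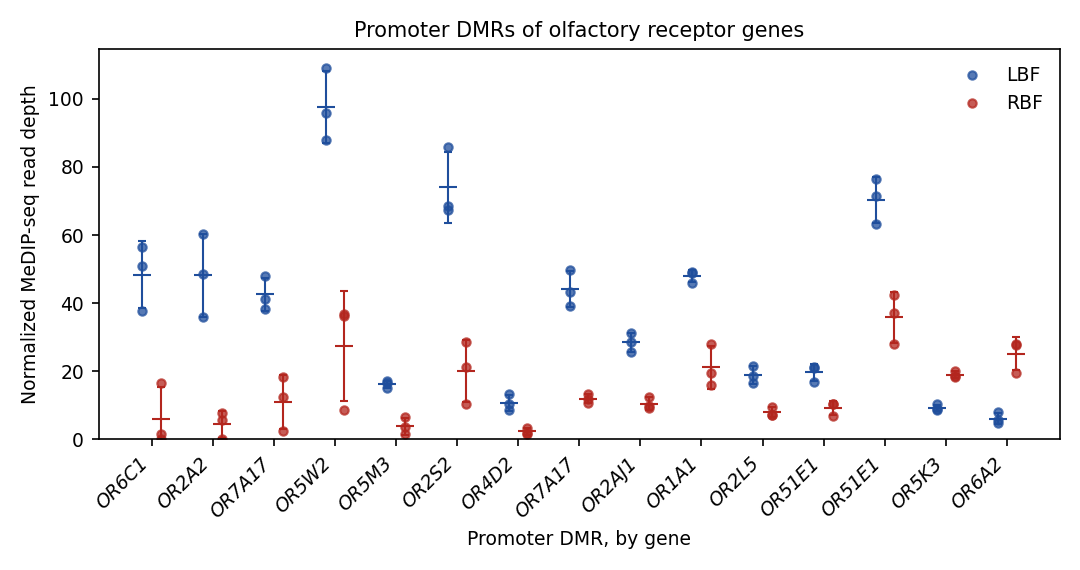
Normalized MeDIP-seq read depth at the 15 promoter DMRs of olfactory receptor genes in LBF and RBF. Points are single pigs (n = 3 per breed), dashes with bars are mean ± SD, and the points of LBF and RBF do not overlap at any of these DMRs under the authors' scaling.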

Notably, the most significantly enriched category was olfactory and sensory activity, and differences regarding olfaction and sensory perception most likely trigger distinct dietary habits in Landrace and Rongchang pigs. The Landrace is a highly commercialized breed, which requires a more diverse olfactory gene expression to recognize odors disseminated from a wider range of food types that usually contain certain food additives, such as flavoring agents, to support the pigs’ higher feed intake and pork yields^41^,^42^. However, the Rongchang pig is a semi-grazing breed indigenous to China, which is traditionally fed with simple green forage. Interestingly, we found 16 overrepresented genes to be enriched in the biological processes of lipid transport and localization. 

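Of the genes in the lipid transport and lipid localization terms of Supplementary Table S5, which list the same 8 identifiers, 5 had a promoter DMR, namely APOL2, ATP11B, BDKRB2, OSBPL1A and SPNS3. These genes held 5 DMRs higher and 1 lower in LBF, or 83.3% higher, where the paper gives 93.75% of its 16 genes. That 16 equals the sum of both terms, which list the same genes. BDKRB2, a bradykinin receptor, had a depth of 25.1 ± 2.60 in LBF and 3.38 ± 1.81 in RBF (SD, n = 3 pigs each; log2 fold change 2.67, standard error 0.36, adjusted p = 0.0017). OSBPL1A, a sterol-binding protein, had 45.0 ± 8.77 and 11.3 ± 4.21 (log2 fold change 1.95; its intron DMRs were at 1.68 and -1.28), SPNS3 had 101 ± 5.36 and 34.5 ± 22.2 (1.76), and ATP11B, a phospholipid flippase, had 42.0 ± 5.29 and 19.4 ± 1.88 (1.07). PLIN1, the perilipin that coats lipid droplets, had a promoter DMR on chromosome 7 (60141508 to 60141610) with 36.7 ± 4.57 in LBF and 10.0 ± 3.46 in RBF, a log2 fold change of 1.81 (standard error 0.27, adjusted p = 0.0020). NSDHL, an enzyme of cholesterol synthesis, shares its DMR on the X chromosome (141377100 to 141377159) with CETN2, at 26.8 ± 4.60 in LBF and 13.6 ± 0.825 in RBF (log2 fold change 0.92, adjusted p = 0.0051). The terms list 4 APOL identifiers, of which the table, with at most 1 human homologue per transcript, carried only APOL2. Transcripts paired with APOL2, of the apolipoprotein L family, held a DMR that was higher in LBF, at 52.3 ± 5.17 against 10.4 ± 11.8 (log2 fold change 3.04, adjusted p = 0.021), and another that was lower, at 4.16 ± 4.62 against 40.3 ± 10.1 (-3.40, adjusted p = 0.0037). The call of the higher one ended without LBF replicate 1, 2 or 3 (adjusted p = 0.060, 0.052 and 0.053).

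All lipid genes together, from the lipid, lipoprotein and cholesterol terms and the genes named here, held 13 promoter DMRs, with 10 higher and 3 lower in LBF. All of them passed limma, also adjusted over the list alone, which is not independent evidence because the study chose most of the list on these pigs. Other promoter DMRs were higher in LBF in 83.8% of cases (Fisher's exact test, two-sided, p = 0.46). A set of 13 DMRs is too small for this test to show a stronger lean to LBF. With equal library medians the split was 8 higher and 5 lower, with 2 higher and 3 lower past limma, the calls of PLIN1, OSBPL1A, SPNS3, ALG12, DPM2 and the higher APOL2 DMR ended, and NSDHL and ATP11B turned to RBF. Neither NSDHL nor ATP11B passed limma under that setting.

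**Figure D4:**
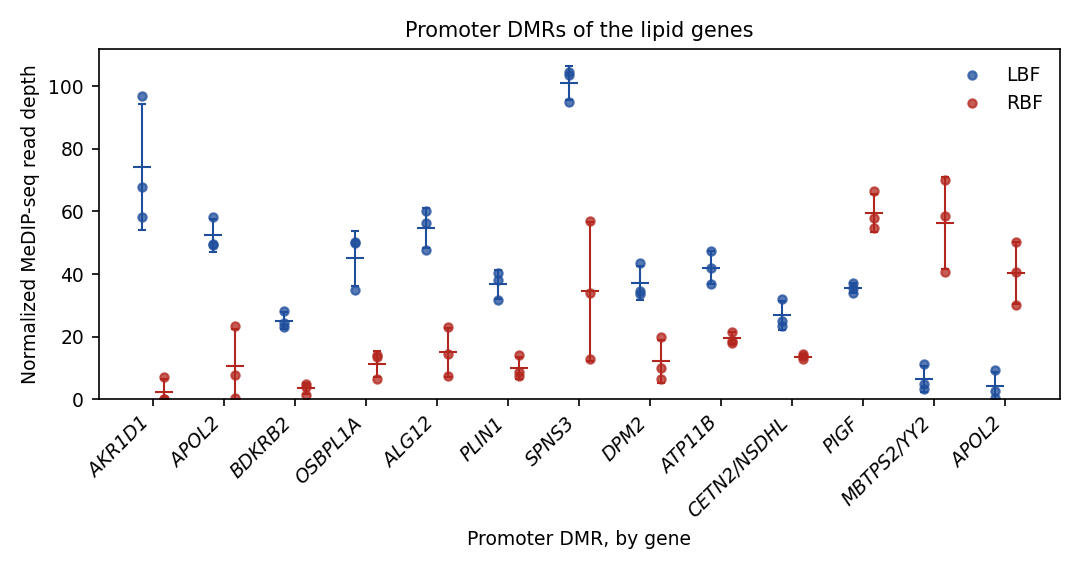
Normalized MeDIP-seq read depth at the 13 promoter DMRs of the lipid genes in LBF and RBF, ordered by log2 fold change. Points are single pigs (n = 3 per breed), dashes with bars are mean ± SD, and PIGF, MBTPS2 and an APOL2 transcript are the DMRs where RBF lies above LBF under the authors' scaling.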

The vast majority of those genes showed hypermethylated promoters (93.75%; *i.e.*, PLIN1, BDKRB2, NSDHL, APOL1 and APOL4) in LBF. With regards to PLIN1, Grahn *et al*. found that an augmented expression of this gene could increase the average size of lipid droplets and thus cause the formation of unilocular adipocytes^43^. NSDHL encodes a sterol dehydrogenase or decarboxylase that is involved in the sequential removal of two C-4 methyl groups in post-squalene cholesterol biosynthesis and thus promotes the accumulation of lipid droplets^44^. This suggests that these genes have a higher mRNA expression level in RBF than in LBF, which may result in higher lipid synthesis rates in RBF. This is consistent with our results regarding higher adipocyte volumes in RBF (Fig. 1b). Lipid accumulation is due to an enhanced synthesis of fatty acids, glycerol and triglycerides and is, therefore, dependent on different processes in lipid transport and localization^45^,^46^. In this study, we also found 11 significantly overrepresented genes to be enriched in the category of ATPase activity. As has been the case for genes enriched in lipid transport and localization, promoters of 90.91% of these genes were hypermethylated in LBF (Fig. 5). For instance, this applies to ATP5E and ATP5G1, which play an essential role in ATP synthase biosynthesis and assembly and thus affect ATP synthesis and mitochondrial energy provision^47^,^48^. 

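ATP5E, a subunit of ATP synthase, had a promoter DMR on chromosome 17 (66541560 to 66541635, also annotated to an exon and an intron) with a depth of 16.7 ± 0.898 in LBF and 3.02 ± 2.35 in RBF (SD, n = 3 pigs each), a log2 fold change of 2.40 (standard error 0.56, adjusted p = 0.0061). ATP5G1, another subunit, had 53.4 ± 4.86 and 28.5 ± 2.62 at chromosome 12, 25064867 to 25065079 (log2 fold change 0.88, standard error 0.19, adjusted p = 0.0046). The transporters ABCA5 and ABCB4 had 69.6 ± 11.1 against 19.5 ± 10.7 (log2 fold change 1.96) and 17.4 ± 0.810 against 4.46 ± 2.90 (1.92). The largest log2 fold changes were those of the RNA helicase DDX6 (2.52) and the dynein light chain DNAL4 (2.43), followed among the rest by ATP1B2 (1.76), a subunit of the sodium pump, the DNA helicase RECQL (1.43) and the chromatin remodeler CHD6 (1.25). NSDHL was also higher in LBF. It is drawn in Fig. 5 but stands in neither ATPase term of Supplementary Table S5. These terms list CETN2, which shares the DMR of NSDHL, and this DMR is also counted among the lipid genes. The term for coupled ATPase activity holds ATP11B and not ABCA5. WRN, a DNA helicase, was lower in LBF at a DMR it shares with PURG (chromosome 15, 61463214 to 61463327), at 22.9 ± 6.77 in LBF and 58.3 ± 5.22 in RBF (log2 fold change -1.34, standard error 0.26, adjusted p = 0.0033). A DMR in an intron of WRN was higher (1.01), but turned to RBF with equal library medians, without passing limma (adjusted p = 0.30). In all, 10 of the 11 promoter DMRs of the genes in Fig. 5 were higher in LBF, or 90.9%. All 11 passed limma and also did so adjusted over the list alone, a list that the study chose on these pigs and that is no independent evidence of direction. Other promoter DMRs were higher in LBF in 83.4% of cases, and no difference in direction from them was detected (Fisher's exact test, two-sided, p = 1). At that share, 11 DMRs are too few for this test to show a stronger lean to LBF. With equal library medians the promoter split by mean depth was 6 higher and 5 lower. ATP5G1, CHD6 and NSDHL turned to RBF, RECQL had the lower mean depth in LBF at a log2 fold change of 0.050, and 0 higher and 1 lower, WRN, passed limma (1 and 1 at an unadjusted p under 0.05). From the promoter methylation of these ATPase genes, the paper proposes that the energy metabolism of Landrace pigs is lower and that they may synthesize lipids less efficiently than Rongchang pigs.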

ABCA5 and ABCB4 proteins bind ATP and use the energy to drive the transport of very long chain fatty acids across the plasma membrane and intracellular membranes^49^,^50^. Therefore, this suggests that Landrace pigs have a lower energy metabolism level, which may result in lower lipid synthesis efficiency when compared with Rongchang pigs.

### The difference in DMRs of genes impacting fatty acid composition

Fatty acid composition in adipose plays an important role in human healthy diet and is closely related to the conversion of SFA to PUFAs by the activity of desaturases and elongases^51^. PUFA biosynthesis depends on several desaturases and elongases, particularly on the Δ5-, Δ6-, Δ8- and Δ9-desaturases. Stearoyl-CoA desaturase (SCD) 1 for instance, a Δ9-desaturase, plays a key role in transforming SFA to MUFA. It is involved in the biosynthesis of oleate and palmitoleate^52^. In contrast, SCD5, a newly identified isoform of the SCD family, is a Δ8-desaturase^53^. FADS2 and FADS1 encode Δ6 and Δ5 desaturases, respectively, which catalyze the initial and rate-limiting desaturation of linoleic acid to γ-linolenic acid and of α-linolenic acid to stearidonic acid^54^,^55^. In this study, we found higher shares of PUFA in LBF than in RBF (19.07% and 9.43%, respectively, *P* < 0.01). It is tempting to speculate that Landrace pigs are able to convert SFA to MUFA with a higher efficiency than Rongchang pigs. However, no DMR has been detected in the promoters of the four genes related to PUFA biosynthesis. It is suggested that there are other mechanisms involved in the regulation of fatty acid composition that may explain the existing differences in adipose tissue properties, such as post-transcriptional regulation.

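No DMR of any kind was annotated to SCD, FADS1 or FADS2. SCD5 held 0 promoter DMRs and 2 intron DMRs, which went in opposite directions. The first, on chromosome 8 from 144898451 to 144898584 with 7 CpGs, had a depth of 76.2 ± 8.85 in LBF and 33.5 ± 11.4 in RBF (SD, n = 3 pigs each), a log2 fold change of 1.21 (standard error 0.30, adjusted p = 0.0070). The second, from 144981386 to 144981582 with 8 CpGs, had 28.5 ± 3.91 in LBF and 65.4 ± 8.01 in RBF, a log2 fold change of -1.17 (standard error 0.21, adjusted p = 0.0027). The first turned to RBF with equal library medians, at a log2 fold change of -0.26, without passing limma (adjusted p = 0.65). The elongases searched with them had no DMR. The table lists only called regions, so it does not tell a promoter with equal methylation from one with too few CpGs at sufficient depth.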

miRNAs are small non-coding RNA that can post-transcriptionally regulate gene expression due to partial complementarity to the 3′ untranslated region of their target genes^56^. Previous studies have reported that hypermethylated promoters of genes encoding for miRNA could significantly decrease the corresponding miRNA expression levels^57^,^58^. 

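Promoter DMRs of the pig miRNA miR-4335 were listed at 2 places on chromosome 12. Copies without a DMR would not be listed. The first DMR, from 51082482 to 51083472, spans 21 CpGs and has an intermediate CpG content (ICP). Its normalized depth was 47.3 ± 6.78 in LBF and 11.6 ± 6.69 in RBF (SD, n = 3 pigs each), a fold of 4.07 and a log2 fold change of 2.06 (standard error 0.39, adjusted p = 0.0031). The second, from 51313723 to 51313884 with 8 CpGs, had 42.7 ± 9.28 in LBF and 10.6 ± 2.35 in RBF, a log2 fold change of 1.91 (standard error 0.26, adjusted p = 0.0017). The copies lie 230.3 kb apart and may share reads. The first is the DMR drawn in Fig. 6a. Around them, over the region with a flank of 500 kb on each side, 35 DMRs were higher and 1 was lower in LBF, with a median log2 fold change of 2.24. Several of them belong to homologues of the olfactory receptor OR1A1. An exon of one of these, from 51104164 to 51104398, had 28.9 ± 7.41 in LBF and 1.34 ± 1.55 in RBF (log2 fold change 3.84). Other neighbors higher in LBF were TRPV1 (2.34), a heat-gated ion channel, CTNS (2.55), the cystine transporter of lysosomes, and ITGAE, an integrin, with 4 DMRs (1.47 to 2.84). Scaled to equal library medians, 32 DMRs of the region were higher and 4 lower, of which 6 and 1 passed limma, and neither miR-4335 DMR passed limma (log2 fold changes 0.64 and 0.49).

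**Figure D5:**
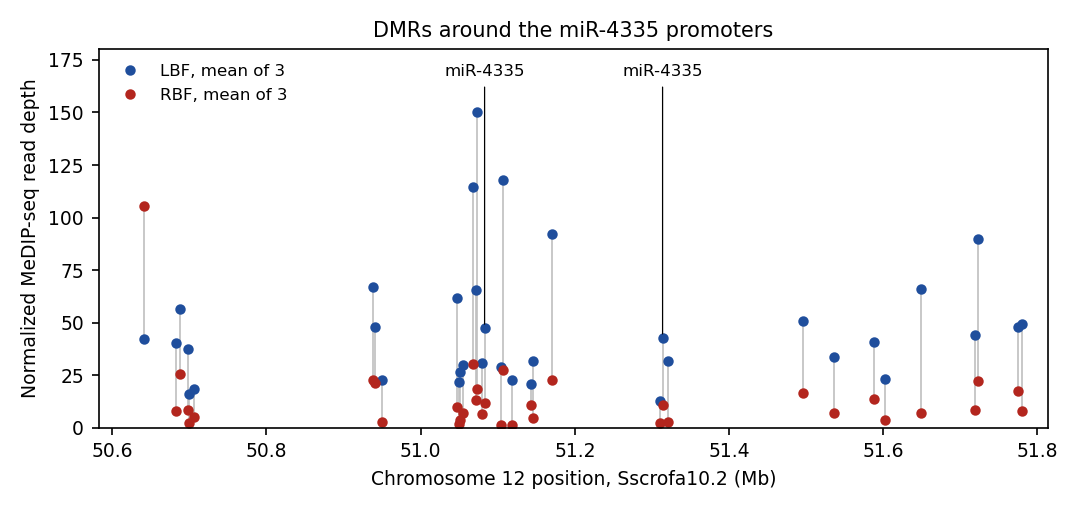
Mean normalized read depth in LBF and RBF at the 36 DMRs around the miR-4335 promoters on chromosome 12 of Sscrofa10.2. Each pair of points joined by a line is a DMR (mean of 3 pigs per breed), and all but 1 lie higher in LBF under the authors' scaling.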

Interestingly, we found the promoter of miR-4335 to be hypermethylated in LBF. This finding was confirmed in a BSP, and the hypermethylated promoter of miR-4335 in LBF caused a significant decrease in miR-4335 expression (Fig. 6a, *P* < 0.01). Subsequently, we used two software programs (TargetScan and PicTar) to predict the target genes of miR-4335 and found SCD1 to be a well-characterized target gene with full complementarity to the seed sequence of miR-4335 (Supplementary Fig. S2). We then assessed the expression levels of SCD1 and found the mRNA expression level of SCD1 in LBF to be higher than in RBF. SCD1 is well known as a Δ9-desaturase and can catalyze the conversion of SFA to MUFA^52^, which may be a key factor leading to the lower SFA percentages in LBF (37.39% and 48.42% in LBF and RBF, respectively). Furthermore, we also found that the promoter of miR-378 displayed higher methylation levels in LBF than in RBF, which was also confirmed by BSP (Fig. 4b). 

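The DMR of miR-378, annotated to MIR378A, lies on chromosome 2 from 157638303 to 157638397, in the distal part of a CpG-rich promoter (HCP), and spans 5 CpGs. Its normalized depth was 76.1 ± 10.5 in LBF and 19.8 ± 13.3 in RBF (SD, n = 3 pigs each), a fold of 3.84 and a log2 fold change of 2.20 (standard error 0.63, adjusted p = 0.012). The promoter of MIR29A and MIR29B1, miRNAs of a single cluster on chromosome 18 (19035066 to 19035220), was higher in LBF as well, at 58.8 ± 3.33 against 27.8 ± 6.38 (log2 fold change 1.08, standard error 0.24, adjusted p = 0.0047). With both miR-4335 DMRs, 4 of 4 promoter DMRs of annotated miRNAs were higher in LBF and passed limma, also adjusted over the list alone, on regions that the study called on these pigs. Other promoter DMRs were higher in 83.4% of cases (Fisher's exact test, two-sided, p = 1). With 4 DMRs, all of them higher, this test could not have shown a stronger lean to LBF. Under equal library medians, 3 were higher and 1 lower, 0 passed limma (0 also at an unadjusted p under 0.05), and the log2 fold change of miR-378 was 0.77. No DMR was annotated to CEBPA or CEBPB, the genes of C/EBPα and C/EBPβ.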

Gerin *et al*. found that miR-378 could increase the size of lipid droplets and promote the incorporation of acetate into triacylglycerol by specifically increasing the transcription dependent on C/EBPα and C/EBPβ^59^, which is in accordance with our finding that the hypermethylated promoter of miR-378 caused a reduced expression of miR-378 and consequently a decrease in the expression of C/EBPα and C/EBPβ (Fig. 6b). We propose this as an important reason for the higher adipocyte volume and fat deposition capacity measured in Rongchang pigs.

## Conclusion

In summary, we present epigenetic evidence of functionally relevant methylation differences between obese and lean pigs’ backfat tissues. We found that the genes regulated by differentially methylated promoters were mainly involved in olfactory and sensory activity, lipid metabolism and ATPase activity, which reflects the fact that these two breeds have different dietary habits, fatty acid compositions and energy metabolism levels. Moreover, the DMR in the promoter of miR-4335 may also influence the fatty acid composition in backfat by targeting SCD1 (Δ9-desaturase). The hypermethylated promoter of miR-378 may decrease the expression of C/EBPα and C/EBPβ in LBF and thus cause higher adipocyte volumes and an enhanced capacity for fat deposition.

## Additional Information

**Accession codes:** The high-throughput sequencing data have been deposited in NCBI’s Gene Expression Omnibus under GEO Series accession numbers GSE80096.

**How to cite this article**: Zhang, S. *et al*. DNA methylation landscape of fat deposits and fatty acid composition in obese and lean pigs. *Sci. Rep.* **6**, 35063; doi: 10.1038/srep35063 (2016).

## Supplementary Material

Supplementary Table S4_S5

Supplementary Figures and Tables

## Figures and Tables

**Figure 1:**
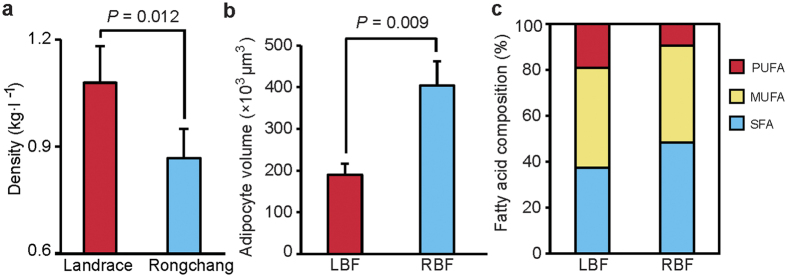
Phenotypic differences between Landrace backfat (LBF) and Rongchang pig backfat (RBF). (**a**) Body density of Landrace and Rongchang pigs; Student’s paired t-test (n = 9). Values are means ± SD. (**b**) Adipocyte volume measured in LBF and RBF; Student’s paired t-test (n = 9). Values are means ± SD. (**c**) Fatty acid composition of LBF and RBF. SFA, MUFA and PUFA are saturated, monounsaturated, and polyunsaturated fatty acids, respectively. Student’s paired t-test (n = 3, tested by absolute content of PUFA, MUFA and SFA, *P*_PUFA_ = 0.006, *P*_MUFA_ = 0.77, *P*_SFA_ = 0.035).

**Figure 2:**
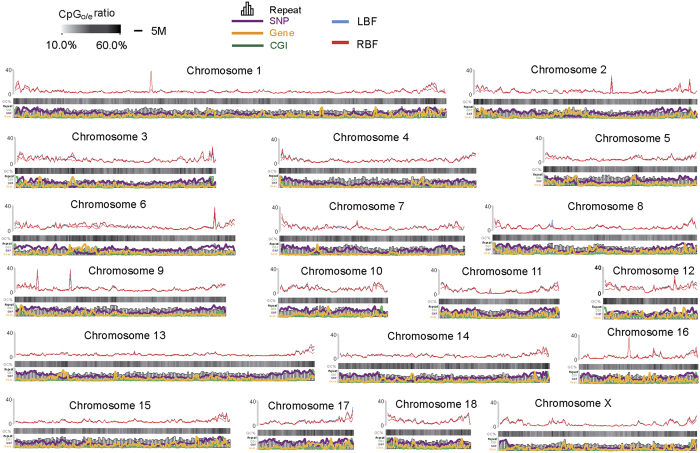
Chromosomal profiles of LBF and RBF methylomes. The distribution of DNA methylation levels throughout the pig genome was analyzed. To compare DNA methylation ra stes among samples, read depth was normalized to the overall average amount of reads in each group, and then a 1 Mb sliding window was used to smooth the distribution. CpG_o/e_ ratio, SNP density, gene, repeat and CGI were all calculated based on this 1 Mb sliding window.

**Figure 3:**
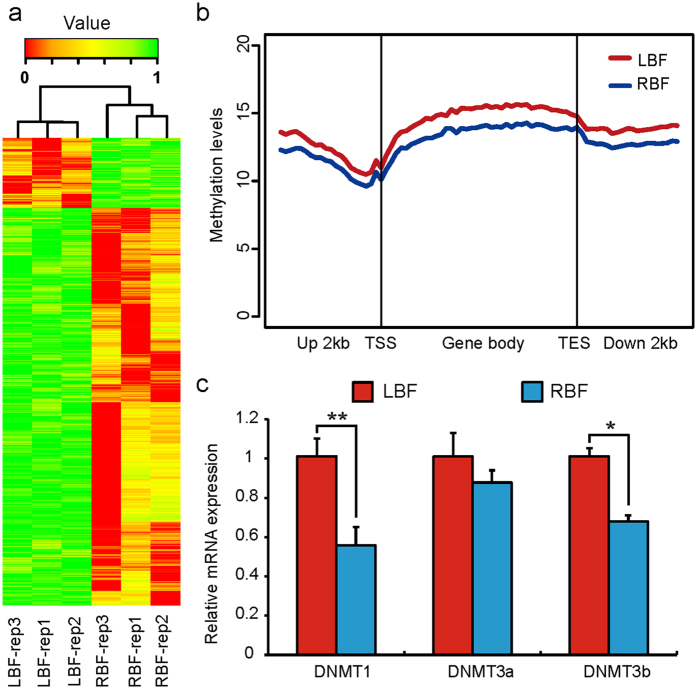
Distribution of MeDIP-Seq reads in the gene region. **(a)** Hierarchical clustering analysis for biological reproducibility. The 0-1 colour code indicated the relative methylation levels (0, lowest methylation level; 1, highest methylation level). **(b)** Distribution of reads around gene bodies. The x-axis indicates the position around gene bodies, and the y-axis indicates the normalized read number. **(c)** Relative mRNA expression levels of DNMT in LBF and RBF. The expression levels were normalized to LBF. (Student’s *t*-test, **P < 0.01, *P < 0.05).

**Figure 4:**
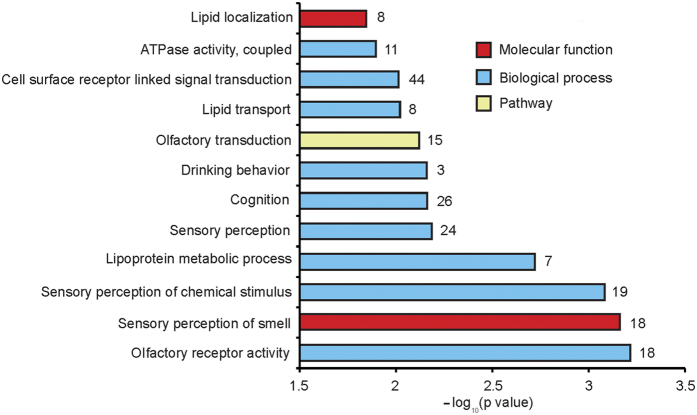
Top twelve GO (Gene Ontology) categories enriched for genes with DMRs in their respective promoters. The number at the right to each bar is the number of genes that significantly enriched in each GO term.

**Figure 5:**
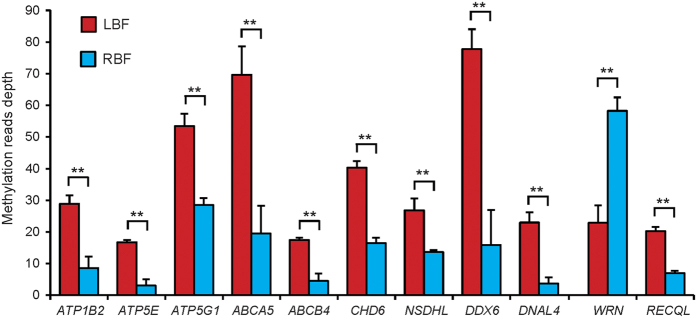
Differential DNA methylation in the promoters of 11 genes involved in ATPase activity. *ATP1B2*: ATPase Na+/K+ transporting subunit beta 2; *ATP5E*: ATP synthase H+ transporting mitochondrial F1 complex epsilon subunit; *ATP5G1*: ATP synthase H+ transporting mitochondrial Fo complex subunit C1 (subunit 9); *ABCA5*: ATP binding cassette subfamily A member 5; *ABCB4*: ATP binding cassette subfamily B member 4; *CHD6*: chromodomain helicase DNA binding protein 6; *NSDHL*: NAD(P) dependent steroid dehydrogenase-like; *DDX6*: DEAD-box helicase 6; *DNAL4*: dynein axonemal light chain 4; *WRN*: Werner syndrome RecQ like helicase; *RECQL*: RecQ like helicase. Student’s paired t-test (n = 3). **P < 0.01.

**Figure 6:**
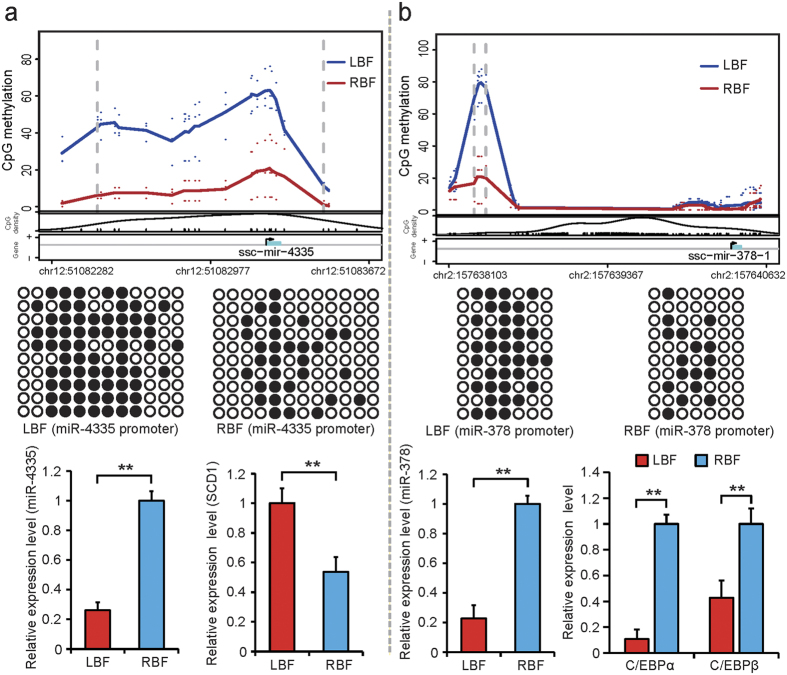
Differentially methylated promoters of miRNA involved in fatty acid metabolism. (**a**) DMR in miR-4335 promoter. (**b**) DMR in miR-378 promoter. For upper panels, each point represents the methylation level (MeDIP-seq read depth) of a sample at CpG site. The curves depict average percentages of all samples. The two vertical dashed lines mark the boundaries of the identified DMR. Middle panels show the validation of CpG methylation by BSP. Ten subclones were selected for the BSP analysis. Solid circles represent methylated CpG sites, and open circles represent unmethylated CpG sites. Lower panels display relative expression levels of genes in LBF and RBF. Gene expression levels were detected by Q-PCR and normalized to the expression levels in high one. Student’s paired t-test (n = 3). **P < 0.01.

**Table 1:** Number of genes showing differentially methylated genes in DMRs.

LBF vs. RBF	Differentially methylated gene				
	Promoter	Exons	Introns	Downstream 2 kb	Intergenic
Hyper-methylated	406	223	4489	322	7962
Hypo-methylated	77	78	809	58	1338

How the deposited data were processed for this re-analysis (not part of the article)

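MeDIP-seq of backfat from 3 Landrace (LBF) and 3 Rongchang (RBF) pigs was analysed from the table of DMRs that the authors deposited. The libraries were mapped to breed and replicate by their labels and the methods of the paper, and every sample could be mapped. The authors dropped reads of low quality, aligned the rest with SOAP2 to the pig genome, which the submitters' processing notes name as Sscrofa10.2, counted reads at several places as a single read, dropped CpGs of low depth, and joined CpGs that differed between the breeds into regions. The deposited signal is the coverage of each library, as the mean read depth over the CpGs of a DMR after the authors' scaling per library. How this scaling was done is not given in the sources used here; the Fig. 2 legend describes, for the profiles along chromosomes, a scaling to the overall average amount of reads in each group. The same table holds the p-value of each DMR from the authors and their FDR, other numbers that the authors deposited (the length and the number of CpGs of each DMR), and the annotation of each DMR to gene elements. In the authors' deposited table the highest P and the highest FDR were both 0.00992. That FDR equals Benjamini-Hochberg adjustment over the listed DMRs alone, within 1.9e-15, and so does not account for regions that were tested and not listed. The authors' P lay within 2% of an equal-variance comparison of the depths for 95.2% of the DMRs. Supplementary Table S4 is the same list of DMRs. Of the copy read here only the first part was complete, and this copy was not used for any test.

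Gene names are those of the deposited table, where a pig transcript carries a human homologue. Of 3888 transcripts with a DMR in a gene element, 3466 had a human symbol. No genome of this build was used here, so all coordinates are those of the table, and no sequence, GC content or copy number was computed. A DMR annotated to several transcripts or elements was counted once in each element, and once in any total.

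Each DMR was tested with limma (version 3.58.1, R 4.3.3) on log2(depth + 1) with breed as the only term, with Benjamini-Hochberg adjustment over all 14163 DMRs and a threshold of 0.05. Coverage is not a count of reads per gene, so no count model was used. Directions of gene groups were compared with Fisher's exact test (scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, python 3.11.15), and shares have exact 95% binomial intervals, which cover counting error only. The table holds only DMRs already called on these 6 libraries, so that the tests describe the spread between pigs. On simulated data with the spread of these 14163 regions and no difference between breeds except in 200 regions, limma recovered 1% of 100 regions changed by a log2 fold of 1 and 52% of 100 regions changed by a log2 fold of 2, with 5 false calls among 58. In the real table 14098 DMRs passed, so the adjustment was stricter in the simulation, where few regions differed. These rates are therefore not the power of the tests on the table. No column of values per sample was left unused. The depth at the DMRs sets the precision, and it was lower in RBF than in LBF.

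The design, the gene lists, the alternatives and the rule for naming genes were fixed before the deposited table was examined. By then, Fig. 5 and the first part of Supplementary Table S4, which lists these same DMRs, had been seen. These choices were thus not wholly blind to the data. The rule took every gene that the paper names with a DMR, the 10 promoter DMRs with the largest log2 fold change in each direction, all genes of the lists and of the GO terms with a promoter DMR, and the 5 DMRs of any element with the largest fold in each direction. For the largest folds it required a human symbol, breeds that do not overlap, and a mean depth of at least 10. It named 77 DMRs, all of which passed limma. The 16 gene lists covered lipogenesis, lipid droplets and lipolysis, fatty acid oxidation, adipogenic factors, adipokines and their receptors, desaturases and elongases, ATP synthase and mitochondria, the DNA methylation machinery, imprinted genes, HOX genes, olfactory receptors, loci of pig breed selection, and markers of immune, muscle, endothelial and stromal cells. The alternatives were a pseudocount of 0.5 or 5, linear depth, a mean depth of at least 10, equal library medians, the replicate number as a block, each replicate left out, an FDR under 0.005 in the authors' deposited table, at least 10 CpGs per DMR, autosomes only, other ways of counting annotations, and other correlation measures. Equal library medians scale every library to the same median over the listed DMRs. Throughout, a DMR counts as higher or lower by the mean depths of the breeds. With equal library medians the sign of the log2 fold change differs from this for 267 DMRs, of which the lowest adjusted p is 0.736, and 59.8% are higher by that sign against 58.1% by mean depth. That setting takes the middle of regions chosen for differing as its zero, so part of its outcome is fixed by its construction.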

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

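The tests of the KIT region, the test of CpG density at the HOX genes, the test of a partial loss of reads, and the repeat of the scaling test with equal library medians were chosen after the result was seen.

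The largest run of DMRs lay around KIT, the gene of a growth factor receptor whose duplication underlies the white coat of European pig breeds, which the article's text does not discuss. With DMRs joined over gaps of up to 100 kb, a gap chosen after 50 kb was seen to split the run, it held 71 DMRs on chromosome 8 from 43290445 to 43938247, all higher in LBF (65 higher and 6 lower with equal library medians, of which 19 and 0 passed limma), at median depths of 103 in LBF and 17.7 in RBF. It held the most DMRs of 5514 such blocks. The next held 49, on the X chromosome with 42 higher in LBF, and the next with all DMRs higher held 24. With gaps of up to 50 kb the run at KIT held 44 DMRs, the next block held 43 with 36 higher, and the next with all DMRs higher held 26. The DMRs of KIT itself included an exon at 322 ± 53.8 in LBF and 57.7 ± 37.9 in RBF (SD, n = 3 pigs each).

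Extra copies of the region in the Landrace pigs, a lower methylation in the Rongchang pigs alone and a higher methylation in LBF are candidate explanations that these values do not decide. The median LBF depth of the block was 2.63 times that of the other DMRs higher in LBF, and its median RBF depth was 1.67 times theirs. Of the 31 blocks of at least 20 DMRs, 0 had a higher median LBF depth than the block at KIT and 4 had a higher median RBF depth. A region that is deep in both breeds would raise both ratios, so extra copies and a loss of methylation in RBF cannot be told apart here, and no input library was used to part methylation from copy number.

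All 4 HOX genes with a DMR were lower in LBF, whereas 83.0% of the other DMRs with a human homologue were higher (Fisher's exact test, two-sided, p = 8.4e-04, adjusted p = 0.013 over 15 lists, as if DMRs were independent). The DMRs of HOXB4 and HOXB8 lie close together on chromosome 12 (from 24786305 and 24855948). Those of HOXB8 and HOXD10 lie in exons, the element that leaned least to LBF (72.4% higher). HOXB8 had 13.7 ± 5.44 in LBF and 102 ± 8.75 in RBF (SD, n = 3 pigs each; log2 fold change -2.88), HOXC13 had 7.88 ± 1.99 and 34.0 ± 4.79, HOXD10 had 4.96 ± 0.770 and 14.1 ± 0.285, and HOXB4 had 9.68 ± 1.26 and 23.2 ± 4.12. These DMRs lie outside the least CpG-dense of 4 classes with about equal numbers of DMRs. A low LBF depth at CpG-dense DMRs would make the share higher in LBF smaller in their 3 classes. Among the other DMRs it was 8.84 percentage points larger there (7.34 to 10.3, as if DMRs were independent), 87.1% against 78.2%. With equal library medians it was 7.84 points larger. Over all DMRs the share was 78.2%, 83.6%, 89.4% and 88.1% from the least to the most CpG-dense class. This argues against a general loss of LBF depth with CpG density as the cause. The HOX DMRs reach down to the second-lowest class, so not all of them are CpG-dense. All 4 DMRs passed limma under the authors' scaling and with equal library medians, which shift folds toward RBF. They are regions called on these pigs, so this is not independent evidence. Whether methylation of HOX genes as a group differs between the breeds stays open. The pattern may be chance, since it rests on 4 DMRs and its adjusted p was 0.0064 to 0.31 over the other settings.

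The excess of DMRs higher in LBF has technical explanations that the table leaves open. A single factor between the breeds was to leave at most 60% higher among DMRs with a log2 fold change of at least 2 in size, and 89.9% of 5540 were higher; that bound was wrong, because such a factor itself pushes folds past the limit on a single side, and with equal library medians 34.2% of 3194 were higher (32.5 to 35.9), so a difference in library scaling and a real excess in LBF cannot be told apart. The share higher differed by 9.90 percentage points (8.17 to 11.6) between the highest and the lowest of 4 classes of CpG density with about equal numbers of DMRs, 88.1% against 78.2%, too near the limit of 10 set for a pull-down that depends on CpG density to decide. A near-complete loss of Rongchang reads to sequence differences from the reference would leave RBF depth near 0. Yet 84.7% (83.9 to 85.5) of the 7507 DMRs with a mean depth of at least 10 in both breeds were higher in LBF. That argues against a near-complete loss as the whole cause. A loss of part of the reads can leave depth in RBF, so this share does not test it. A partial loss stays open: 0% of the DMRs higher in LBF had all 3 RBF libraries at 0, a value that the authors' filter on depth may fix.

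The second annotated copy of miR-4335, which is not the one drawn in Fig. 6a, had a mean depth of 42.7 in LBF.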

How the results depend on the processing

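The alternatives chosen after the data were seen are counting each gene of a list once, the share without the KIT block, the gene lists with equal library medians, and counting the APOL identifiers of a term together; the other alternatives were planned. Of the values that answer a comparison, 162 under an alternative stayed within their limits, 27 moved and 3 lost their call; those that stayed include the share higher without each of the 6 libraries, which cannot change because the breeds do not overlap in any DMR. The cause was not tested for any of them unless stated. With equal library medians, 1542 DMRs higher in LBF passed limma, the share higher was 58.1%, the median log2 fold change 0.24, and the DMRs higher and past limma numbered 0 for the ATPase genes, 2 for the lipid genes, 0 for olfactory receptors and 0 for miRNA promoters (unadjusted p under 0.05 for 1, 2, 2 and 0). Among the 77 named DMRs, 35 kept their call, 30 lost it, and 12 reversed to log2 fold changes of -0.58 (ATP5G1), -0.27 (OR1A1), -0.38 (WRN intron), -0.19 (CHD6), -0.24 (OR2L5), -0.048 (OR2AJ1), -0.37 (ATP11B), -0.48 (NR3C1 homologue), -0.26 (SCD5), -0.50 and -0.35 (OR51E1) and -0.51 (NSDHL and CETN2). None of these 12 passed limma in the reversed direction (adjusted p = 0.12 to 0.90). The share higher was 83.7% at an FDR under 0.005 and 96.2% among the 3630 DMRs of at least 10 CpGs. An FDR under 0.005, which by construction keeps fewer DMRs, left 179 higher and 36 lower in promoters, 102 and 40 in exons, 1756 and 376 in introns, 139 and 29 downstream, and 4213 and 763 in intergenic regions. The lowest r within a breed was 0.762 on log2 depth, 0.781 by Spearman and 0.775 over DMRs higher in LBF, and the highest between breeds was 0.303, 0.413 and 0.771, and 0.933 over DMRs lower in LBF. A pseudocount of 5 gave a median log2 fold change of 1.33. The HOX share higher in LBF was 0% throughout, which equal library medians cannot change because they shift folds toward RBF, and the adjusted p was 0.098 in promoters and exons only, 0.069 at a mean depth of at least 10 and 0.31 with equal library medians (0.0064 with each gene counted once). Without 1 replicate at a time, 11528 to 11976 DMRs higher and 2073 to 2126 lower passed limma, the median log2 fold change was 1.41 to 1.72, and the higher promoters past limma were 10 for ATPase, 9 to 10 for lipid, 13 for olfactory and 4 for miRNA genes; of the named DMRs only the higher APOL2 one (adjusted p 0.052 to 0.060 without an LBF replicate, 0.0033 to 0.21 over its other alternatives) and ASB2 (0.055 and 0.054 without LBF replicate 1 or 3, 0.0038 to 0.039 over the others) lost a call. The replicate numbers are shared by the breeds, and whether they pair the pigs is not known. The legends of Fig. 5 and Fig. 6 name a paired t-test without saying what was paired. Deviations of same-numbered libraries correlated at r = 0.063, -0.012 and 0.061, and 2 of the 3 LBF libraries correlated best with their own number, which does not settle it. With the replicate block 11786 DMRs higher and 2062 lower passed limma, and all 77 named DMRs kept their call. The real split of the libraries gave 14098 DMRs past limma and the highest of the others gave 0 (55 at an unadjusted p under 0.05), so that 1 of the 10 splits was as large, and 10 splits are too few for a share under 0.05. The listed regions had been called on the real split, so its lead was fixed in advance and does not bear on chance. Depth limits the folds most in RBF, where 304 to 601 DMRs per library were listed at 0, against 57 to 61 in LBF.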

Differences from the paper's values

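The paper states 16 overrepresented genes for lipid transport and localization, and 5 genes of these terms had a promoter DMR here, both with all DMRs and at a mean depth of at least 10, the alternative set before the deposited table was examined. It gives 93.75% of its genes as hypermethylated in LBF. Counted by DMR rather than by gene, 83.3% were higher in LBF here. The paper's supplementary table lists 8 genes for lipid transport and 8 for lipid localization, with the same identifiers, of which 5 had a promoter DMR for each term. The 16 stated equals the sum of these 2 lists, in which each gene stands in both. For olfactory receptor activity the supplementary table lists 18 genes, and 11 had a promoter DMR. For lipoprotein metabolic process it lists 7, and 4 had one. No alternative set before the deposited table was examined was run for these counts by term. The identifiers without a DMR are APOL1, APOL3 and APOL4 in the lipoprotein, lipid transport and lipid localization terms, each of which lists 4 APOL identifiers. Counting those of a term together, where 1 of them has a DMR, gives 7 genes for lipoprotein metabolic process and 8 for each lipid term, the numbers listed, a setting chosen after the values were seen that drops 0 of the listed genes; olfactory receptor activity stays at 11, and both lipid terms together hold 8 genes against the 16 stated. The supplementary table lists human gene identifiers, and they were matched to the human homologue of each pig transcript in the deposited table, which gives at most 1 per transcript.

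The paper names APOL1 and APOL4 among the genes with a promoter higher in LBF. No DMR carried either name in the deposited table, which gives a single human homologue per transcript. The transcripts paired with APOL2 held a DMR higher in LBF (log2 fold change 3.04) and a DMR lower in LBF (-3.40). Its other named lipid genes, PLIN1, BDKRB2 and NSDHL, were higher in LBF here as well. The numbers of DMRs by element in Table 1 equal the annotations of the deposited table, in which a DMR counts once for every transcript, while the counts given beside the claim take each DMR once. For libraries of the same breed, the paper gives r above 0.93. The lowest Pearson r of depth was 0.940 here, but it was 0.762 on log2(depth + 1) and 0.781 by Spearman.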

Other observations

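The tests of the gene lists with equal library medians and of the X chromosome against the autosomes were chosen after the result was seen.

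Genes of fatty acid, triglyceride and cholesterol synthesis held 24 DMRs, with 20 higher and 4 lower in LBF (17 and 7 with equal library medians); all passed limma, also adjusted over the list alone. Of the higher ones, 10 lay in introns of AGPAT4, an acyltransferase of phospholipid and triglyceride synthesis, with the largest at 34.9 ± 7.52 in LBF and 2.81 ± 2.18 in RBF (SD, n = 3 pigs each; log2 fold change 3.39, standard error 0.46, adjusted p = 0.0017). LPIN1, a phosphatidate phosphatase, held 3 higher DMRs. Of ACACA, the enzyme that commits acetyl-CoA to fatty acid synthesis, an intron DMR was higher (log2 fold change 1.73) and another lower (-1.34). ATP synthase and mitochondrial genes held 6 DMRs, all higher in LBF (5 and 1 with equal library medians), among them 3 in introns of NDUFS1, a subunit of complex I. The largest of these had 36.1 ± 1.36 in LBF and 2.09 ± 0.238 in RBF (log2 fold change 3.59, standard error 0.18, adjusted p = 0.0012). Genes of lipid droplets and lipolysis held 5 higher and 0 lower DMRs (3 and 2 with equal library medians), including 2 of PDE3B and 2 of MGLL, the monoglyceride lipase. Fatty acid oxidation held 4 higher and 1 lower (1 and 4), with 2 DMRs of CPT2, which imports fatty acids into mitochondria, at log2 fold changes of 0.82 and 2.22 and ETFA at -1.83. All of these passed limma, also adjusted over each list alone.

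Adipogenic factors held 8 DMRs higher and 4 lower in LBF, but 2 higher and 10 lower with equal library medians. The lower ones were 2 introns of TCF7L2, a factor of Wnt signaling (log2 fold changes -1.55 and -1.77), and introns of FOXO1 (-1.52) and NR3C1 (-0.95). The higher ones included another TCF7L2 intron (1.14), the promoter of an NR3C1 homologue (0.96), IGF1R (3.17), EBF1 (1.42) and DLK1 (1.07 and 2.04), an inhibitor of adipocyte differentiation. Loci of pig breed selection held 15 higher and 2 lower DMRs (13 and 4 with equal library medians). Of the higher ones 12 were in KIT, and both lower ones lay in introns of HMGA2, a chromatin protein of body size (-1.80 and -0.59). Olfactory receptors in all gene elements held 21 higher and 4 lower DMRs (16 and 9 with equal library medians), of which 21 and 3 passed limma and a downstream DMR of OR6B3 did not (adjusted p = 0.059). Adipokines and their receptors held 1 higher DMR, in an intron of ADIPOR1 (1 lower with equal library medians), and the 5 DMRs of the imprinted genes DLK1, GNAS and GRB10 were higher (3 and 2). Markers of other cell types went mostly the same way under the authors' scaling: 4 DMRs of immune genes were higher (3 and 1 with equal library medians), 4 of stromal genes (4 and 0), 2 of muscle genes (1 and 1), and of endothelial genes 7 were higher and 1 lower (5 and 3). An exon of CD3E, of the T cell receptor complex, had 26.8 ± 1.12 in LBF and 0.430 ± 0.745 in RBF. Desaturases and elongases held the 1 higher and 1 lower DMR of SCD5. None of the 18 genes of the DNA methylation machinery had a DMR. Of 15 lists with a DMR, only the HOX genes differed from the other genes in direction (Fisher's exact test, two-sided, adjusted p = 0.013). The other adjusted p-values were 1, and 0.997 for adipogenic factors. Most DMRs of the other genes were higher already, so a list of few DMRs could not pass by leaning further to LBF. For ATP synthase and mitochondrial genes, 6 of 6 higher against 82.9% gave an unadjusted p of 0.60 by this test. For such lists the test does not tell a stronger lean to LBF from none. With equal library medians, DMRs higher in LBF that passed limma numbered 3 for olfactory receptors, 3 for loci of breed selection, 2 for fatty acid, triglyceride and cholesterol synthesis, 2 for immune, 1 for endothelial and 1 for ATP synthase and mitochondrial genes, and 0 for all other lists (unadjusted p under 0.05 for 2 DMRs of stromal genes, for 1 each of fatty acid oxidation, adipogenic factors and imprinted genes, and for 0 of the rest). DMRs lower in LBF that passed limma under that setting numbered 4 each for olfactory receptors, fatty acid, triglyceride and cholesterol synthesis, adipogenic factors and HOX genes. There were 2 for loci of breed selection, and 1 each for fatty acid oxidation, desaturases and elongases, endothelial genes, and lipid droplets and lipolysis. The last of these was higher under the authors' scaling. No list passed with equal library medians, by Fisher's exact test (2 at an unadjusted p under 0.05, the HOX genes at 0.041 and the adipogenic factors at 0.0086).

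On the X chromosome, 90.2% of 1297 DMRs were higher in LBF, against 84.3% of 12866 on the autosomes (Fisher's exact test, two-sided, p = 3.4e-09, as if DMRs were independent, which neighbors are not). The shares were 70.7% and 56.8% with equal library medians. All pigs were female.

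Multiplying every RBF depth by 3.15 would bring the median ratio of mean depths, LBF over RBF, to 1 over the DMRs.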
